A study of Mus musculus with 4 samples. Its data were reported in "The Temporal Order of DNA Replication Shaped by Mammalian DNA Methyltransferases" (2021).

How the data were processed

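Total RNA was measured on Affymetrix whole-genome mouse expression arrays, 1 array per sample, in 4 samples of mouse embryonic stem (ES) cells. The cells lacked Dnmt3a and Dnmt3b and carried Dnmt3a2, the shorter Dnmt3a isoform, fused to a hormone-binding domain that responds to RU486. Per the labels, 2 biological replicates were treated with ethanol for 14 days (DKO) and 2 with 1 µM RU486 for 14 days (DKO+Dnmt3a2). According to the methods of the study the RNA came from 2 independent experiments. Per the labels and these methods, all 4 samples were cultures of 1 clone, so the replicates do not cover differences between clones. The study reported that induction restored DNA methylation only in part.

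The deposited values are intensity values, 1 per probe set and array, which the authors made with Affymetrix Expression Console and Robust Multiarray Analysis (RMA: background correction, quantile normalization and probe set summary). RMA gives log2 values, but the deposited intensity values had minima of 2.86 to 3.12 and maxima of 16842 to 17135 over the arrays, so they were read as a linear scale and log2 was taken here. This was inferred from the values. Whether the 4 arrays were normalized with others is not given in the sources used here. No detection call was used.

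Of the 45037 probe sets, 34945 had 1 gene symbol in the platform annotation, 932 had several and 9160 had none listed. Symbols were updated through the Entrez ID in a gene table of assembly GRCm38.p6, which 34741 of the probe sets with 1 symbol matched. The same table gave chromosomes and the order of genes, and no coordinates were used because no assembly was named for the array. Each gene was represented by its 1-symbol probe set with the highest mean over the 4 arrays, which left 18193 genes, 9010 of them with more than 1 probe set. Among the genes named, Acta2, Prss23, Tfcp2l1, Tbx3, Sgce, Plk2, Dbf4 and Dnmt3a each had at least 1 other probe set whose difference had the opposite sign. The control probe sets that report RNA degradation and labelling were not among the values, so the planned checks on them were not analysed here.

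The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), two-sided, without a replicate term, and p-values were adjusted by the Benjamini-Hochberg method over the 18193 genes. The threshold was an adjusted p under 0.05. Differences are DKO+Dnmt3a2 minus DKO on the log2 scale. The counts of genes over 2-fold, a size limit that the study used to describe its arrays, have no test. The number of arrays limits the precision, with 2 residual degrees of freedom per gene and a prior worth 3.87 more.

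Before the data were examined, 22 gene lists were fixed, with 700 members of which 569 were measured; 8 genes stood in more than 1 list. Each list was tested with limma's camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry, each adjusted over the lists. Camera compares a list with all other genes. With an estimated correlation it uses only the 2 residual degrees of freedom, which by itself makes its p larger. The directional p of fry tests whether the genes of a list move, on balance, one way, its mixed p tests whether they change in either direction, and neither compares the list with other genes. The genes to be named were also fixed by a rule: the 12 largest differences past the threshold in each direction with non-overlapping groups, up to 4 members past the threshold per list with the smallest p or, where none passed, up to 2 with the largest difference, and the Dnmt genes. Genes with provisional names were counted but not described. Genes named outside this rule were chosen after their values were seen, and this is said where they appear. The share of genes on each chromosome was tested with a two-sided Fisher's exact test for each direction, adjusted over 42 tests.

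The procedure was tested on simulated data for this comparison, with 18193 genes, 200 of them changed, in 10 runs. It called 28.7% of genes changed by 0.5 on the log2 scale, 86.4% of those changed by 1 and 98.8% of those changed by 2. On average 5.5% of the calls were unchanged genes. The errors were drawn independently from the variance model that limma fitted to these data, so the figures do not test that model. They also hold for 200 changed genes, fewer than the 877 called in the data. The alternatives tried were a replicate term, no intensity trend, a robust prior, array weights, median centring, cyclic loess, filters at a mean of 5 or 7, the mean of all probe sets of a gene, leaving out probe sets marked as shared between transcripts, all probe sets one by one, an unmoderated model, an adjusted p threshold of 0.1, and leaving out each array. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.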

Results

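Gene expression was measured in 4 arrays, 2 of DKO ES cells treated with ethanol and 2 of the same cells after induction of Dnmt3a2 with RU486 for 14 days. All cultures grew on feeder mouse embryonic fibroblasts (MEFs). RU486 acts on the fusion protein after translation, so the mRNA need not change. The array medians over genes lay between 6.08 and 6.10 on the log2 scale. Across 18193 genes, which are not independent replicates, Pearson's r was 0.998 within each pair of replicates and between 0.994 and 0.996 between groups.

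The comparison asked which genes change expression when a de novo DNA methyltransferase is restored to cells that lack both. The targeted genes came first. The probe set that represented Dnmt3a was 7.54 ± 0.14 in DKO and 7.86 ± 0.08 in DKO+Dnmt3a2 (SD, n = 2 each), a difference of 0.32 that did not pass the threshold (limma, adjusted p = 0.104). Its 5 probe sets ranged from -0.07 to 0.38 and none passed. Dnmt3b differed by 0.06 (limma, adjusted p = 0.659) and Dnmt1 by -0.04 (limma, adjusted p = 0.692). Dnmt3l, the catalytically inactive partner of Dnmt3a, fell by 0.28 (SE 0.04, limma adjusted p = 0.0232). Where these probe sets lie relative to the deleted parts and the introduced cDNA is not known here, so they check the labels neither way.

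In all, 877 genes passed the threshold, 512 higher and 365 lower in DKO+Dnmt3a2. Tagln, which encodes the actin-binding protein transgelin, rose 11.7-fold, from 5.77 ± 0.24 to 9.32 ± 0.24 on the log2 scale (SD, n = 2 each). Acta2, smooth muscle alpha-actin, rose 6.48-fold from 5.90 ± 0.04 to 8.60 ± 0.04, and Acta1, skeletal alpha-actin, rose 4.26-fold. Crygd, a lens gamma-crystallin, fell from 8.62 ± 0.07 to 5.63 ± 0.22, and Magea5, of the melanoma antigen family, fell from 6.62 ± 0.02 to 3.75 ± 0.32. Asz1 and Dazl, both needed in germ cells, fell by 2.05 and 1.63.

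Over 2-fold higher were 97 genes (90 past the threshold) and over 2-fold lower 53 (42 past), the latter 30 without DKO+Dnmt3a2 replicate 2 and 106 without replicate 1. Every one of the 877 had non-overlapping groups, which 51.8% of all genes showed and 33.3% would show by chance. The median absolute difference was 0.60 for the higher and 0.58 for the lower genes. The other genes with the largest rises were Prss23, a serine protease, at 2.70, the cytokine Il33 at 2.68, Mgst1 at 2.53, Pmp22 at 2.40, Samd4 at 2.38, the lysophosphatidic acid receptor Lpar4 at 2.33, the interferon-inducible Gbp2 and Gbp2b at 2.18 and 2.12, and the deubiquitinase Usp17la at 2.15. Among the largest falls, 5 were genes with provisional names, and the rest, besides those above, were Cryga at -2.01, the macrophage lectin Mgl2 at -1.60 and the scavenger receptor Olr1 at -1.55. The rise of Acta2 rested on 1 of its 3 probe sets, the brightest, while the other two differed by -0.03 and 0.07. The test needed all 4 arrays: with any 1 left out, limma called 0 genes, although 1926 to 3594 had an unadjusted p under 0.05 (4069 with all arrays). Without the intensity trend 184 genes passed and with a replicate term 1 gene passed. In an unmoderated model 0 passed, with 2527 at an unadjusted p under 0.05.

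**Figure D1:**
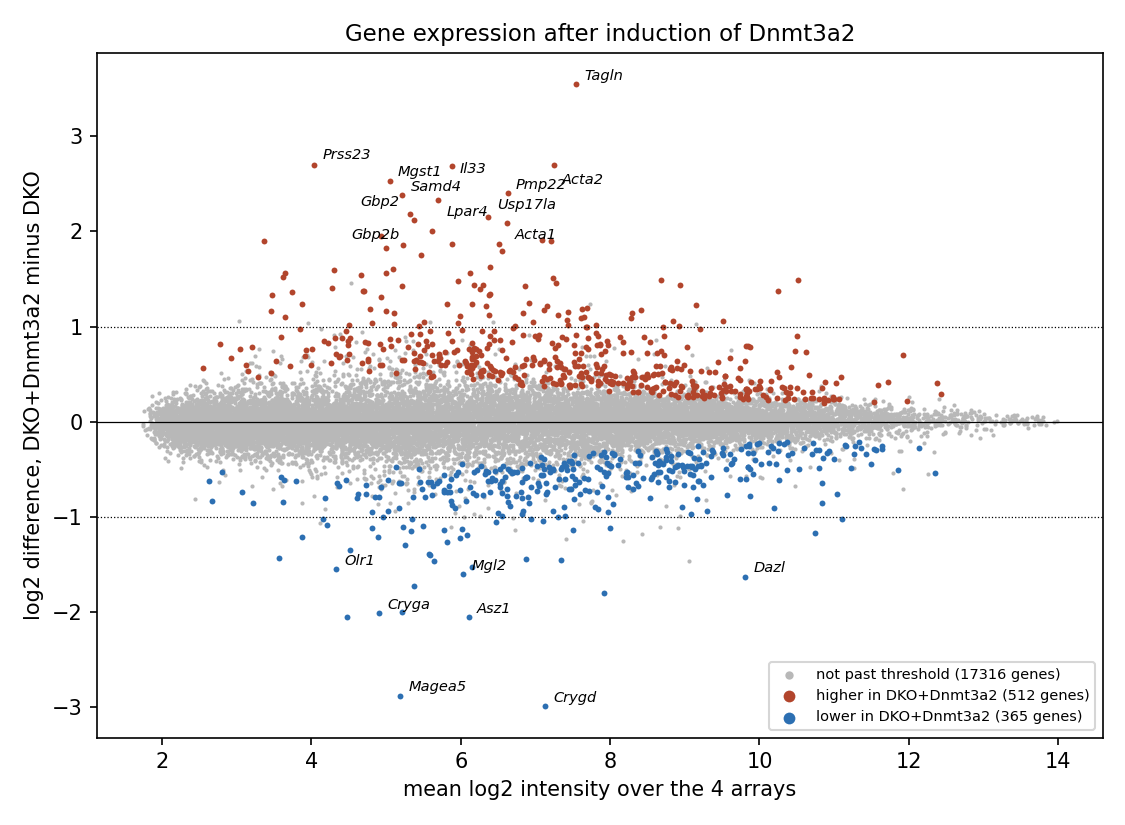
The log2 difference (DKO+Dnmt3a2 minus DKO) of 18193 genes against their mean log2 intensity over 4 arrays, with 512 genes past the threshold in red (higher) and 365 in blue (lower) and dotted lines at 2-fold. Tagln stands highest at 3.55 and Crygd lowest at -2.99.

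The list called naive here held general pluripotency genes, such as Pou5f1 and Sox2, beside genes of naive pluripotency, the state of the early epiblast. That list was lower, and genes of primed pluripotency, the state before gastrulation, were higher. The list medians were -0.12 for naive genes (limma's camera, adjusted p = 3.5e-05) and 0.40 for primed genes (camera, adjusted p = 0.000175). Neither passed in camera with an estimated correlation (adjusted p = 0.235 for naive and adjusted p = 0.238 for primed genes). The estimated correlations, -0.03 and -0.02, were below the preset one, so stronger correlation was not the reason. Among the 14 primed genes with a mean of at least 7 the median was 0.28 and the list did not pass (camera, adjusted p = 0.0905). Of 36 naive genes 9 fell, 1 rose and 26 did not pass, and 14 passed when adjusted over the list alone (13 lower). The transcription factor genes Tfcp2l1, Esrrb and Tbx3 fell by 0.62, 0.50 and 0.68, and Tet2, a 5-methylcytosine dioxygenase, fell by 0.39. The 1 gene that rose, named after its value was seen, was Lin28a (0.41), which encodes an RNA-binding protein. Of 20 primed genes 6 rose and 14 did not pass, and 13 passed when adjusted over the list alone (11 higher). The list holds Dnmt3a, one of these 11, and Dnmt3b, whose probe sets cannot be read as primed markers in these cells. The kinase gene Pim2 rose by 1.17, the Wnt modulator Sfrp2 by 1.22, Pou3f1 by 0.80 and the carbonic anhydrase gene Car4 by 0.72.

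Fibroblast and extracellular matrix genes were higher as a list, with a median of 0.29 (camera, adjusted p = 4.48e-08), and adjusted p = 0.218 with an estimated correlation. The median was 0.88 among the 18 of them with a mean of at least 5 and 1.06 among the 9 with a mean of at least 7. That mean includes the induced arrays, so a rise can itself carry a gene past the filter. Only 7 of the list had a DKO mean of at least 7. Tagln and Acta2, with DKO means of 5.77 and 5.90, passed that filter through their rise. The larger medians are thus partly a result of the filter. Of 36 measured fibroblast genes, chosen as markers of the MEF feeder layer, 12 rose, none fell and 24 did not pass, and 16 passed when adjusted over the list alone (15 higher). Besides Acta2 and Tagln, the matricellular gene Ccn2 rose by 1.38 and the tropomyosin gene Tpm2 by 1.06. The other 8 that rose ranged from Cald1 (0.47) to Thbs1 (2.01) and included Col1a2 (1.86), Col1a1 (1.38) and Cd44 (1.17), while fibronectin (Fn1), at a DKO mean of 10.03, differed by 0.02, all named after their values were seen. Targets of the p53 pathway were higher too, with a median of 0.30 (camera, adjusted p = 6.03e-09), and adjusted p = 0.218 with an estimated correlation. Of 19 measured, 7 rose, none fell and 12 did not pass, with 14 higher when adjusted over the list alone. Perp, a gene of apoptosis and desmosomes, rose by 0.99, Plk2 by 0.88, Phlda3 by 0.50 and Sesn2 by 0.48.

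Germ cell genes, many of which carry promoter methylation in somatic cells, were lower as a list, with a median of -0.14 (camera, adjusted p = 0.00171), and adjusted p = 0.585 with an estimated correlation. Without DKO+Dnmt3a2 replicate 2 the median was -0.04, and it was -0.22 among the 38 genes with a mean of at least 5. Among the 13 genes with a mean of at least 7 the list did not pass (median -0.14, camera adjusted p = 0.0803). Of 53 measured, 7 fell, 2 rose and 44 did not pass, and 21 passed when adjusted over the list alone (17 lower). Besides Asz1 and Dazl, the meiotic cohesin gene Smc1b fell by 0.93, while the RNA helicase gene Ddx4 rose by 0.66. The other gene that rose was Meioc (0.41), named after its value was seen. The Mage family had a median of -0.24 (camera, adjusted p = 0.00665), and adjusted p = 0.362 with an estimated correlation. The median was -0.12 without DKO+Dnmt3a2 replicate 2 and -0.15 without DKO replicate 2, where the family did not pass (camera, adjusted p = 0.0605). It did not pass either among its 6 genes with a mean of at least 5 (median -0.12, camera adjusted p = 0.112) or its 2 with a mean of at least 7 (median -0.09, camera adjusted p = 0.684), and its median was -0.10 with the mean of all probe sets. Of its 11 genes 3 fell, none rose and 8 did not pass, and 4 passed when adjusted over the list alone, all lower. Magea5 fell by 2.88, Magea6 by 1.43 and Magea4 by 0.80.

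In the Rhox cluster of X-linked homeobox genes none of the 4 measured genes passed over all genes, while 4 passed when adjusted over the list alone, all lower. Rhox6 was 9.47 ± 0.01 in DKO and 8.36 ± 0.73 in DKO+Dnmt3a2 (SD, n = 2 each, difference -1.11, limma adjusted p = 0.103), and Rhox9 differed by -1.10 (limma, adjusted p = 0.112). The median was -0.82 (camera, adjusted p = 0.00323), with adjusted p = 0.559 with an estimated correlation. The study named Rhox and Magea genes as lower in these samples, so neither list is independent evidence of a direction. The DKO+Dnmt3a2 replicates differed: Rhox6 was 8.87 in replicate 1 and 7.84 in replicate 2, and the median of the list against DKO was -0.51 in replicate 1 and -1.21 in replicate 2. The 1 measured gene of the Xlr and Slx families, Xlr4c, differed by -0.57 and did not pass (limma, adjusted p = 0.0595 over all genes, and camera, adjusted p = 0.0984). Adjustment over a list of 1 gene leaves its p unchanged (limma, unadjusted p = 0.00345), so it adds nothing here.

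**Figure D2:**
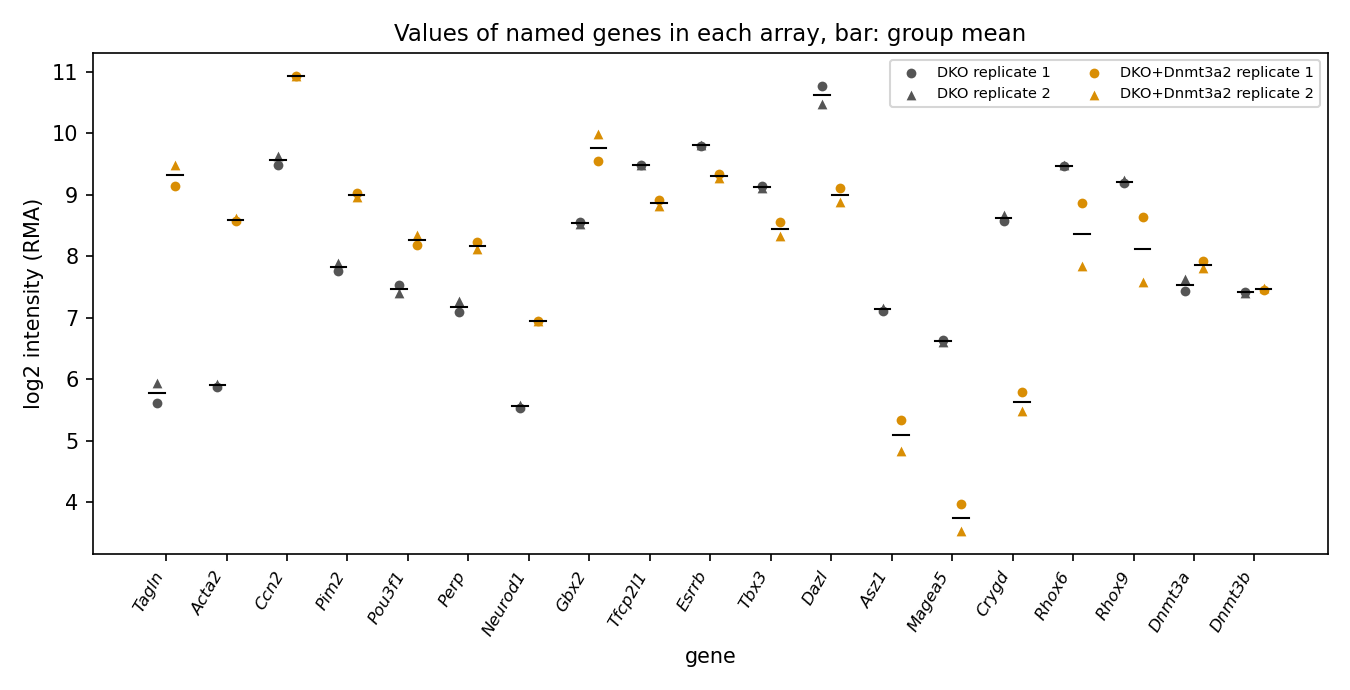
Log2 intensity of 19 genes in each of the 4 arrays, with circles for replicate 1, triangles for replicate 2 and bars for group means. The replicates of Tagln and Magea5 lie far from the other group, while Rhox6 is 8.87 and 7.84 in the DKO+Dnmt3a2 arrays.

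Trophoblast genes were lower as a list, with a median of -0.30 (camera, adjusted p = 0.000277), and adjusted p = 0.583 with an estimated correlation. With a mean of at least 5 or 7 the median was -0.46. Of 23 measured, 1 fell and 22 did not pass, and 3 passed when adjusted over the list alone, all lower. The transcription factor gene Tead4 fell by 0.58. The list was lower in DKO+Dnmt3a2 replicate 2 than in replicate 1 in 19 of its 23 genes, with a median against DKO of -0.17 in replicate 1 and -0.48 in replicate 2. Neuroectoderm genes had a median of 0.15 (camera, adjusted p = 0.0351), and adjusted p = 0.583 with an estimated correlation. Without DKO replicate 1 the median was 0.14 and the list did not pass (camera, adjusted p = 0.472). The same held with the mean of all probe sets (median 0.10, camera adjusted p = 0.0902) and among the 8 genes with a mean of at least 7 (median 0.18, camera adjusted p = 0.616), while among the 13 with a mean of at least 5 the median was 0.23. Of 25 measured, 4 rose, 1 fell and 20 did not pass, and 6 passed when adjusted over the list alone (4 higher, 2 lower). Neurod1 rose by 1.39, Sox11 by 1.43 and Gbx2 by 1.23, Sox1, named after its value was seen, rose by 1.04, while the tubulin gene Tubb3 fell by 0.46. None of 28 primitive endoderm genes passed over all genes or when adjusted over the list alone (median -0.10, camera adjusted p = 0.0803), with Krt19 at -0.72 and Sox17 at -0.42. That list depended on the DKO arrays, which differed on it by a median of -0.31 (replicate 2 minus replicate 1): its median was 0.03 without DKO replicate 1 (camera, adjusted p = 0.937) and -0.21, past the threshold, without DKO replicate 2 (camera, adjusted p = 0.000988). None of 24 mesoderm genes passed in either way (median 0.01, mean -0.02, camera adjusted p = 0.922), with Evx1 at -0.51 and Isl1 at -0.48.

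Of 60 imprinted genes, 6 rose, 1 fell and 53 did not pass, and 10 passed when adjusted over the list alone (9 higher). The median was 0.05 and the list did not pass (camera, adjusted p = 0.0583), although it did with median centring (median 0.04, adjusted p = 0.0467), without probe sets marked as shared (0.06, adjusted p = 0.028) and without DKO+Dnmt3a2 replicate 2 (0.07, adjusted p = 0.0183). The noncoding RNA gene Rian rose by 0.90, Nnat by 1.95, Mest by 0.70 and Sgce by 0.58. The 1 imprinted gene that fell, named after its value was seen, was the amino acid transporter gene Slc38a4 (-0.26). Of 12 genes of the 2-cell stage, Usp17la and the arginase gene Arg2 (1.56) rose, none fell and 10 did not pass, and 5 passed when adjusted over the list alone (3 higher, 2 lower). Their median was 0.15 and they did not pass as a list (camera, adjusted p = 0.0583), although they did without the intensity trend (adjusted p = 0.032), with median centring (adjusted p = 0.0476), with cyclic loess (adjusted p = 0.0383) and without DKO+Dnmt3a2 replicate 2 (median 0.21, adjusted p = 0.0133). The median turned to -0.85 among the 3 genes with a mean of at least 5 and -1.02 among the 2 with a mean of at least 7, where the list did not pass (adjusted p = 0.872 and 0.0809).

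Lists of chromatin and replication genes did not stand apart from other genes. Of 19 genes of DNA methylation and demethylation, Gadd45a rose by 0.57 and Tet2 and Dnmt3l fell, 16 did not pass, and 6 passed when adjusted over the list alone (median 0.06, camera adjusted p = 0.753). Of 33 heterochromatin and Polycomb genes, the histone methyltransferase gene Setdb1 fell by 0.29 and Cbx8 by 0.52, 31 did not pass, and 5 passed when adjusted over the list alone (median 0.04, camera adjusted p = 0.64). Of 42 DNA replication genes, Dbf4, the activator of the Cdc7 kinase, rose by 0.22 and 41 did not pass, and 0 passed when adjusted over the list alone (median -0.00, mean 0.01, camera adjusted p = 0.971).

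Among 25 steroid receptor targets, which RU486 itself can affect through endogenous receptors, Cebpd rose by 1.21, Errfi1 by 0.43 and Glul by 0.33, Angptl4 fell by 0.42 and 21 did not pass, and 7 passed when adjusted over the list alone (median 0.03, camera adjusted p = 0.586). Of 27 interferon response genes, Gbp2 and Gbp3 (1.38) rose, Oas1a fell by 0.64 and 24 did not pass, and 4 passed when adjusted over the list alone (median 0.03, camera adjusted p = 0.462). Of 33 Hox genes, Hoxb1 rose by 1.60, Hoxd9 and Hoxd13 fell by 0.74 and 0.63 and 30 did not pass, and 8 passed when adjusted over the list alone (median 0.00, mean -0.01, camera adjusted p = 0.582). None of 22 protocadherin genes passed over all genes or when adjusted over the list alone (median 0.00, mean -0.01, camera adjusted p = 0.714), with Pcdhb6 at 0.29 and Pcdhb20 at -0.22. Of 16 housekeeping genes, the transferrin receptor gene Tfrc fell by 0.28 and 15 did not pass, and 1 passed when adjusted over the list alone (median 0.00, camera adjusted p = 0.785). Of the 22 lists, 9 passed in camera with the preset correlation and 0 with an estimated one, 6 in the directional test of fry and 17 in its mixed test. The 6 were the Mage, imprinted, naive, primed, fibroblast and p53 lists. The estimated correlation was negative for the Mage, naive, primed, fibroblast and p53 lists. It was above the preset 0.01 for the Rhox (0.61), trophoblast (0.30), germline (0.15) and neuroectoderm (0.07) lists. For these the preset can make the p of camera too small. None of them passed in the directional test of fry (fry, adjusted p = 0.213 for Rhox, 0.284 for trophoblast, 0.213 for germline and 0.0521 for neuroectoderm genes).

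**Figure D3:**
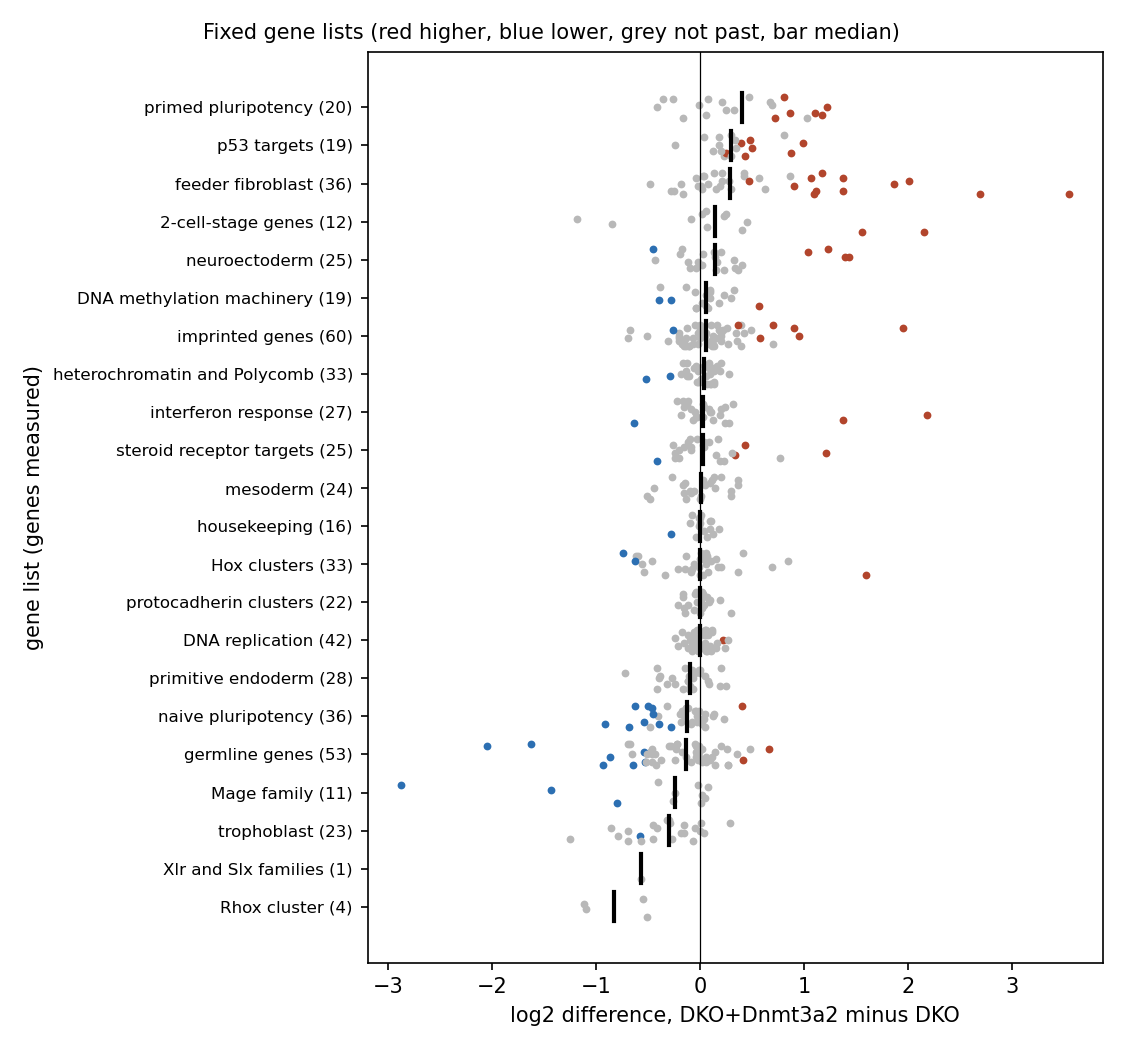
The log2 difference of each measured member of the 22 lists, with red for genes higher and blue for genes lower past the threshold, grey for the rest and a bar at the median. The medians run from -0.82 for the Rhox cluster to 0.40 for primed pluripotency.

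Genes on the X chromosome were over-represented among the lower genes. Of 363 lower genes with a known chromosome 25 (6.89%) were X-linked, against 617 of 18030 tested (3.42%), an odds ratio of 2.13 (95% interval 1.35 to 3.24, Fisher's exact test, two-sided p = 0.00105, adjusted p = 0.0309 over 42 tests). Among the higher genes 28 of 512 (5.47%) were X-linked, an odds ratio of 1.66 that did not pass (Fisher's exact test, adjusted p = 0.155). Without the Rhox and Mage lists the odds ratio of the lower genes was 1.91 (Fisher's exact test, p = 0.00694). Among genes with a mean of at least 7 it was 1.23 (Fisher's exact test, p = 0.456). Chromosome 7 held fewer of the higher genes than of all genes, 22 of 512 (odds ratio 0.52, Fisher's exact test, adjusted p = 0.0309).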

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

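The tests of feeder RNA, of a smaller share of ES cells, of a larger share of MEFs and of intensity scaling, and the comparison of the DKO+Dnmt3a2 replicates in the other lists, were chosen only after the results were seen, and the extra lists for actin, YAP and trophectoderm genes were chosen after the patterns but before their own values were seen.

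Outside the tested genes, 50 of 9160 probe sets with no listed gene passed the threshold, 35 higher and 15 lower in DKO+Dnmt3a2. Of 932 probe sets with several gene symbols, 29 passed, 9 higher and 20 lower.

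The rise of fibroblast and actin genes raised the question of RNA from feeder MEFs. The 18 fibroblast markers with a DKO mean under 5 had a median difference of 0.25 (95% bootstrap interval 0.05 to 0.59). Of these 18, 4 rose past the threshold. Among collagen genes Col1a1 rose by 1.38 to 5.40 and Col1a2 by 1.86 to 6.82, while Col3a1 (0.62) and Col6a1 (0.28) did not pass. The fibroblast genes Postn and Lum differed by -0.04 and -0.02. RNA from MEFs cannot be told apart from a response of the ES cells, since no MEF profile was at hand and many markers lay near the floor. A wider response of actin genes driven by serum response factor (26 genes, 6 higher, camera p = 7.36e-05, p = 0.0473 with an estimated correlation) or by YAP (15 genes, 3 higher, camera p = 0.000478, p = 0.065 with an estimated correlation) is a candidate explanation, but MEFs express such genes too, so these lists do not separate it from MEF RNA. Restored Dnmt3a2 and RU486 itself both remain open as the origin.

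Lower naive genes would follow from fewer ES cells or from a shift of state. Higher primed genes do not follow from fewer ES cells alone, unless the cells in their place express them, which is not known here. If all other cell types took the place of ES cells, their markers would rise alike. The medians of the fibroblast and trophoblast lists lay 0.59 apart (95% bootstrap interval 0.36 to 1.03), with trophoblast genes lower (median -0.30, camera adjusted p = 0.583 with an estimated correlation). This cannot decide on a smaller share of ES cells. Feeder MEFs were the only other cells known in the cultures, and 12 trophoblast genes already had a DKO mean of at least 7. A larger share of MEFs would dilute by about the same amount only those naive genes that MEFs do not express. Of 36, 21 had a 95% interval that excluded the median of the list, 9 above and 12 below it (1.8 by chance). Without a MEF profile it is not known which of them MEFs express, so this does not decide on a larger share of MEFs, which stays open. RU486 acting on endogenous steroid receptors cannot be told apart from Dnmt3a2, since both came together in every induced array. The steroid target list was to stand apart if RU486 acted through these receptors, and it did not pass (camera, adjusted p = 0.586). That does not exclude this cause, since camera looks for a shift of the list one way and targets could move both ways. Of 25 targets 3 rose and 1 fell. The mixed test of fry passed for them (adjusted p = 0.00642), as it did for 17 of the 22 lists. A shift toward the primed state after Dnmt3a2 induction may contribute, as a hypothesis found and tested on the same data.

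The 4 Rhox genes and 19 of 23 trophoblast genes were lower in DKO+Dnmt3a2 replicate 2 than in replicate 1, with medians of -0.76 and -0.28, a pattern narrowed, after tests had been seen, from replicate 2 lying further from the DKO mean in 677 of 877 genes (77.2%), since only 1 trophoblast gene was among the 877. Of 20 trophectoderm genes not looked at before, 17 were lower in replicate 2 (median -0.31), with a share of 1e-04 of random lists matched on expression as low, the smallest that 10000 lists can give, where genes are taken as independent. Array-wide intensity scaling would move genes of the same expression alike. These 20 lay at a median of -0.33 from such genes (95% bootstrap interval -0.46 to -0.16), which themselves differed by a median of 0.003. In the normalized values the difference was thus not shared by genes of the same expression. Quantile normalization evens out shifts shared by genes of 1 intensity beforehand, so this cannot decide on scaling. The Rhox and trophoblast lists, picked for the pattern, do not decide it either. The difference was not limited to such genes: 39 of 53 germline genes (median -0.11, share 5e-04, the smallest of 2000 lists), 9 of 12 genes of the 2-cell stage (median -0.26, share 5e-04) and 17 of 27 interferon response genes (median -0.07, share 0.008) were lower too, and primed genes were higher (median 0.10). Other lists differed little: the medians against DKO in replicates 1 and 2 were 0.30 and 0.28 for p53 targets, 0.29 and 0.26 for fibroblast genes, and -0.12 and -0.10 for naive genes. A difference between the 2 cultures in trophoblast-like cells or in the extent of induction stays open, and the latter was not tested.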

How the results depend on the processing

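Leaving 14 genes with no spread within groups out of the unmoderated model, and the X chromosome share without the Rhox and Mage lists, were chosen after seeing the data. All 877 genes kept their sign in the refits of the same probe sets on all genes. Filters at a mean of 5 and 7 left 783 and 527 of them, with the same sign. Most of these refits could not turn a sign. Another variance model, threshold or filter leaves the differences as they are, and non-overlapping groups fix the sign when 1 array is left out. Only median centring, cyclic loess and another choice of probe sets could turn it. The sign held in 876 of 877 genes with the mean of all probe sets and in 863 of 867 without probe sets marked as shared. Which side of the threshold a gene lay on depended on the variance model. Past the threshold were 184 genes without the intensity trend (129 higher, 55 lower), 584 with the mean of all probe sets (327 higher), 1874 at an adjusted p under 0.1 (1043 higher, 831 lower) and 0 in the unmoderated model (0 higher, 0 lower, 2527 at an unadjusted p under 0.05). With any 1 array left out, a group held only 1 array, which was assumed to vary like the other group, so only sizes of difference are read there. Genes over 2-fold then ranged from 86 to 122 higher and from 30 to 106 lower, with 30 lower when DKO+Dnmt3a2 replicate 2 was left out and 106 when replicate 1 was. Apart from the replicate term, with 1 gene, the other settings gave 810 to 1134 genes. With a mean of at least 7, 30 genes were over 2-fold higher, 16 lower and 5 lists passed, from fewer genes tested, and all probe sets one by one gave 173 and 87 over 2-fold. The odds ratio of X-linked lower genes did not pass at a mean of at least 7 (1.23). That of higher genes did not pass with the reported settings after adjustment (Fisher's exact test, adjusted p = 0.155), only before it (p = 0.0134), and the unadjusted p did not pass without the trend (odds ratio 1.88), with a robust prior (1.44), with median centring (1.47) or at an adjusted p under 0.1 (1.33). The cause was not tested. The medians of 10 of the 13 lists not past the threshold changed sign in at least 1 setting, and those of the lists past it in none. Acta2 reversed to -0.0251 without probe sets marked as shared, since a dim probe set then stood for the gene. Of 67 named genes past the threshold, 34 remained without the trend and 51 with the mean of probe sets. No X share was computed where no or 1 gene passed. No detection call was used, so how far dim genes stood above background is not known here.

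The labels do not say whether a replicate number marks a shared experiment. The deviations of same-numbered arrays correlated at -0.03 across genes, so no pairing was seen, which does not exclude one. With the replicate number as a block 1 gene passed (1 higher, 0 lower), and 3423 had an unadjusted p under 0.05 in limma.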

Other observations

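The neighbour test was chosen before its result was seen, and the genes named here were chosen after their values were seen.

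A run of genes beside Crygd on chromosome 1 fell together. In gene order (GRCm38.p6), Akr1cl fell by 1.19, Crygd by 2.99, Cryga by 2.01, Idh1, the cytosolic isocitrate dehydrogenase, by 1.17 and Pikfyve, a phosphoinositide kinase, by 0.32, with a provisionally named gene between Cryga and Idh1 that fell by 0.69. Crygb, between Crygd and Cryga, differed by -0.25 and did not pass (limma, adjusted p = 0.193). Plekhm3 on one side differed by -0.18 and Pth2r on the other by 0.30, and neither passed. Idh1 went from 11.32 ± 0.09 to 10.16 ± 0.07 (SD, n = 2 each, limma, adjusted p = 0.00355).

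Some other neighbours past the threshold in one direction belonged to 1 gene family. Gbp3, Gbp2b and Gbp2 on chromosome 3 rose by 1.38, 2.12 and 2.18, and the serum amyloid genes Saa3, Saa4 and Saa1 on chromosome 7 fell by 0.63, 0.68 and 1.34. The hypothesis that neighbouring genes moved together was tested against 10000 random placements on the same chromosomes (one-sided permutation test). There were 36 such pairs against a mean of 22.3 by chance (permutation p = 0.0029), but without pairs whose symbols share their first 3 letters there were 27 against 20.6 (permutation p = 0.0896). Once such relatives were left out, no excess over chance was shown.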
